A study of Saccharomyces cerevisiae with 15 samples. Its data were reported in "A genome-wide function of THSC/TREX-2 at active genes prevents transcription–replication collisions" (2014).

How the data were processed

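Total RNA of 5 Saccharomyces cerevisiae strains, grown in YPD to mid-log phase, was hybridised to Affymetrix yeast genome arrays, 1 RNA sample per array. The strains were the wild types BY4741 and BY4742 and deletion mutants of SAC3, SUS1 and THP1, which encode subunits of THSC/TREX-2, the complex that links transcription with mRNA export at the nuclear pore. Each strain had 3 arrays, 15 in all. The labels call the 3 arrays of a strain biological replicates without saying whether each came from a separate culture, so the p-values measure the spread between these samples. The number of arrays limits the precision of every value.

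The authors computed the expression values with dChip, and the deposited unit is an intensity on a linear scale in arbitrary units. Per the study's methods, arrays were normalised to an invariant set of probes and a model of the perfect-match probes gave 1 value per probe set. The dChip version is not given in the sources used here. Values that the model took for outliers were left empty by the authors. There were 862 empty cells in BY4741 replicate 3 (14.6% of its probe sets) and 0 to 22 in each other array. The values were used as deposited, on the log2 scale and with no further scaling between arrays, and empty cells were treated as missing.

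The table held 5900 probe sets. Of these, 137 were array controls, 5498 were assigned to 1 gene of the reference annotation, and 265 others had no assignment and were kept out of the gene tests. Where a gene had several probe sets (47 genes), the set with the highest mean log2 value was used, which left 5449 genes, 424 of them on chromosome XVI. For those 47 genes the other probe sets were never called in the opposite direction, and 6, 3, 1 and 2 genes had differing calls in the comparisons of thp1Δ, sac3Δ, sus1Δ and the wild types. Gene lengths came from the annotation, and since 97.0% of them were multiples of 3 they were read as coding lengths. Assembly R64 was used for gene names and gene order only. The G+C content of genes was not analysed here.

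Following the study's methods, sac3Δ was compared with BY4741, and thp1Δ and sus1Δ with BY4742. The wild types were compared with each other, as a measure of the difference between their backgrounds. Genes with values under 600 in at least 50% of the 6 arrays compared were removed. A linear model with 5 groups was fitted to all 15 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2.88 prior degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg procedure over the genes tested in a comparison. A gene was called changed at an adjusted p under 0.05, a fold change of 1.5 or more and a difference of group means over 100 units. The filter, the fold and the difference are those of the study's methods, where the p-value was not adjusted. Log2 fold changes are given ± the standard error of the model (n = 3 arrays per strain unless stated), group levels as mean ± SD. Bounds for deleted genes were computed against the background of the arrays, taken as the highest probe set of the deleted marker URA3 in each array (19.0 to 38.6).

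Fold-change profiles were compared across genes by Pearson's r and Spearman's rho, and the overlap of called genes by a one-sided Fisher's exact test per direction. Genes are not independent replicates, so no p-value is given for correlations across genes. Fisher's exact tests take genes as independent, so their p-values can be too small where genes vary together. Since thp1Δ and sus1Δ share the BY4742 arrays, 100 simulations of unchanged groups set against the same arrays gave the correlation and covariance that the shared control alone produces. A difference between 2 mutants' responses was tested in limma with the contrast of both comparisons and the same calling rule. Coding length and expression of called genes (mean log2 value in the 6 wild-type arrays) were compared with those of the other tested genes by two-sided permutation tests of the difference in medians (1e+05 permutations). In these, the median of the called genes was set against medians of random gene sets of the same size, and p-values were adjusted over the family of 16 tests.

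A total of 30 lists of genes by function were written from textbook knowledge before the data were examined. Of these, 3 (chromosome segregation, splicing with 3′-end processing, and RNA polymerase II transcription) follow processes that the study found in these samples, so they are not independent evidence. The study also named cell cycle and ion transport genes, and the lists of cell-cycle phases, transporters, iron, copper and zinc, and phosphate are not independent of it either. Each list with enough tested genes, and each chromosome, was tested against all other tested genes with camera from limma, at a preset correlation between genes of 0.01, and with p-values adjusted over the lists of a comparison. The test was repeated with the correlation estimated from the residuals, after empty cells had been filled with the mean of their group. The rotation test fry was run on the same matrix, but it does not compare a list with other genes and its values are not quoted. The gene deleted in a mutant was left out of its lists. Counts of list members adjusted over the list alone used the adjusted p and the fold only. List means are given relative to the median tested gene of the comparison.

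Genes were named by a rule fixed before the data were examined. It takes the 12 highest and the 12 lowest fold changes among called genes of each mutant whose arrays all lay on one side of the wild-type arrays (5 and 5 for the wild types). It adds the THSC/TREX-2 genes, the auxotrophic markers, the mating genes, the neighbours of the deleted genes and 5 genes that the study measured by RT-qPCR. From each list described it takes up to 4 members with the largest absolute change. Groups and comparisons, the tests, the gene lists and most alternative settings were also fixed then.

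Results were recomputed under alternative settings, not every result under each. The settings were quantile normalisation, equal array medians, an offset of 100 units, other filters on low values and the criteria of the methods. Further ones were other models of the variance, other choices of control arrays, the replicate number as a block, and leaving out each array in turn. The lists of the mutants met quantile normalisation, no filter, the replicate block, the estimated correlation, and leaving out chromosome XVI or each array. Lists of the wild types and of the difference between thp1Δ and sac3Δ met only the estimated correlation and leaving out chromosome XVI. Alternatives without the genes of chromosome XVI, with complete genes only, with the criteria of the methods on all probe sets, and with expression taken from the sus1Δ arrays were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (pandas 2.3.3).

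The procedure was tested on simulated data with 200 changed genes, 50 at each of 2-, 3-, 4- and 8-fold. All changed genes that passed the filter (47, 43, 32 and 30 with the thp1Δ design) were recovered, as were those with the sac3Δ and sus1Δ designs. The numbers of unchanged genes called were 0, 17 and 0 with the thp1Δ, sac3Δ and sus1Δ designs, and 0 of 40 unshifted lists were called. The simulated genes varied independently of each other. The count of lists therefore says nothing about false calls of lists whose genes vary together.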

Results

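Genome-wide transcript levels were measured in the wild types BY4741 and BY4742 and in sac3Δ, sus1Δ and thp1Δ cells, with 3 arrays per strain. The comparisons ask which genes need each subunit of THSC/TREX-2 for their normal mRNA level, and how far the 3 mutants share a response. The median value of an array was 1302 to 1505 units. Spearman's rho across genes between arrays of a strain was 0.969 to 0.976 in BY4741, 0.976 to 0.995 in sac3Δ, 0.992 to 0.996 in thp1Δ, 0.996 to 0.998 in sus1Δ and 0.998 in BY4742. The ratio of the 3′ to the 5′ control probe set of SRB4 was 4.40 ± 0.197 in BY4742, 4.92 ± 0.294 in sus1Δ, 6.51 ± 0.468 in BY4741, 10.4 ± 1.77 in sac3Δ and 12.5 ± 5.95 in thp1Δ (SD, n = 3).

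Each mutant lacked the transcript of its deleted gene. SAC3 read 15.9 ± 0.788 units in sac3Δ and 1412 ± 158 in BY4741, at least 53.5-fold lower. THP1 read 16.1 ± 3.34 in thp1Δ and 1403 ± 62.5 in BY4742, at least 68.0-fold lower, and SUS1 read 21.1 ± 1.91 in sus1Δ and 854 ± 117 in BY4742, at least 36.1-fold lower (SD, n = 3). MET17, the gene deleted in BY4741, stood at 17.4 ± 4.08 there against 3170 ± 151 in BY4742, and LYS2, deleted in BY4742, at 52.5 ± 4.49 there against 3293 ± 269 in BY4741. The markers deleted in both wild types gave group means of 14.2 to 34.6 (URA3) and 74.7 to 166 (LEU2), while HIS3 read 1788 to 3206 and so checked nothing. The neighbours of the deleted genes also differed from wild type in part. YSA1, beside SUS1, fell in sus1Δ (log2 fold change −1.60 ± 0.10, adjusted p = 1.11e-06). Below the fold minimum, CYC8, on the other side of SUS1, gave −0.19 ± 0.07 (adjusted p = 0.0400) in sus1Δ, and HOM2, beside SAC3, gave −0.42 ± 0.08 in sac3Δ. THP1's neighbours gave −0.46 ± 0.09 (DSC2) and 0.65 ± 0.12 (SDH5, called) in thp1Δ, and SDH5 was also called in sus1Δ (0.82 ± 0.12).

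The labels give mating type a for all strains. The α-specific genes STE3, the a-factor receptor, and SAG1, the α-agglutinin, were highly expressed in BY4742, thp1Δ and sus1Δ (STE3 6941, 8574 and 9322 units, SAG1 11483, 17813 and 16786) and low in BY4741 and sac3Δ (STE3 410 and 186, SAG1 808 and 996). The a-specific genes STE2, the α-factor receptor, and MFA2, an a-factor precursor, had the opposite pattern (STE2 196, 1106 and 411 against 10423 and 13258, MFA2 157, 1025 and 270 against 11520 and 16084). HMRA1, which encodes a1, read 12.4 ± 1.70 in BY4742, 7.53 ± 1.14 in thp1Δ and 9.9 in sus1Δ, against 1693 ± 316 (SD, n = 2) in BY4741 and 1296 in sac3Δ. By expression, sac3Δ was thus of the mating type of BY4741, and thp1Δ and sus1Δ of that of BY4742, so each mutant was compared within its own mating type.

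**Figure D1:**
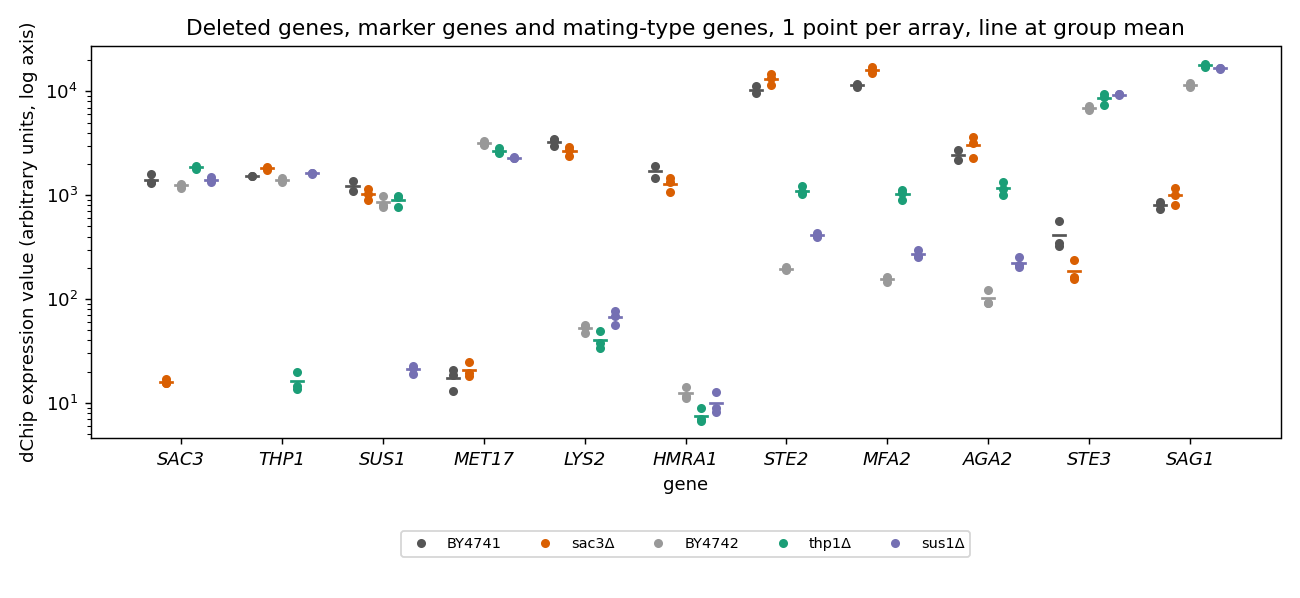
Deposited intensity (arbitrary units, log axis) of 11 deleted, marker and mating genes in the 15 arrays, with 1 point per array and a line at the mean of each strain. SAC3, THP1 and SUS1 fall to 15.9, 16.1 and 21.1 units in their own deletion mutants, and the mating genes separate BY4741 and sac3Δ from the 3 other strains.

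Without Thp1, genes of protein folding and degradation and of the mating response were more highly expressed, and genes of amino acid synthesis, nutrient uptake and ribosome production were less so. These group changes passed at the preset correlation, and none held with an estimated correlation. Chromosome XVI stood apart from the 15 others, since nearly all of its genes gave more transcript than in the wild type. Among the genes that passed the filter on low values, the kinesin KAR3 and the hypoxic repressor ROX1 rose most together with Ty3 elements, and the zinc transporter ZRT1, the phospholipase PLB2 and the purine synthesis gene ADE17 fell most. The criteria called 631 genes up and 261 down in thp1Δ, of 4231 tested. Setting the array medians equal shifted the median gene by −0.12 and gave 468 genes up and 451 down, so that changes of gene groups are stated relative to the median gene.

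The genes of chromosome XVI moved as a block in thp1Δ. Their median log2 fold change was 0.86 (339 tested genes), 0.84 above that of the other chromosomes, and 96.8% of them lay above the median of those chromosomes (camera adjusted p = 4.54e-66, adjusted p = 1.8e-05 with an estimated correlation). The shift was 0.85, 0.86 and 0.81 in the 3 thp1Δ arrays, 1.79-fold on average. It was 0.83 on the left arm (204 genes) and 0.86 on the right arm (135 genes), and the median shift of windows of 20 neighbouring genes ranged from 0.51 to 1.04 over 17 windows. Of the 631 genes called up, 241 (38.2%) were on chromosome XVI, which held 8.01% of the tested genes (two-sided Fisher's exact test, p = 3.91e-137), but only 2 of the 261 called down were. No other chromosome differed from the rest at an adjusted p under 0.05. Without chromosome XVI, 390 genes were called up and 259 down.

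**Figure D2:**
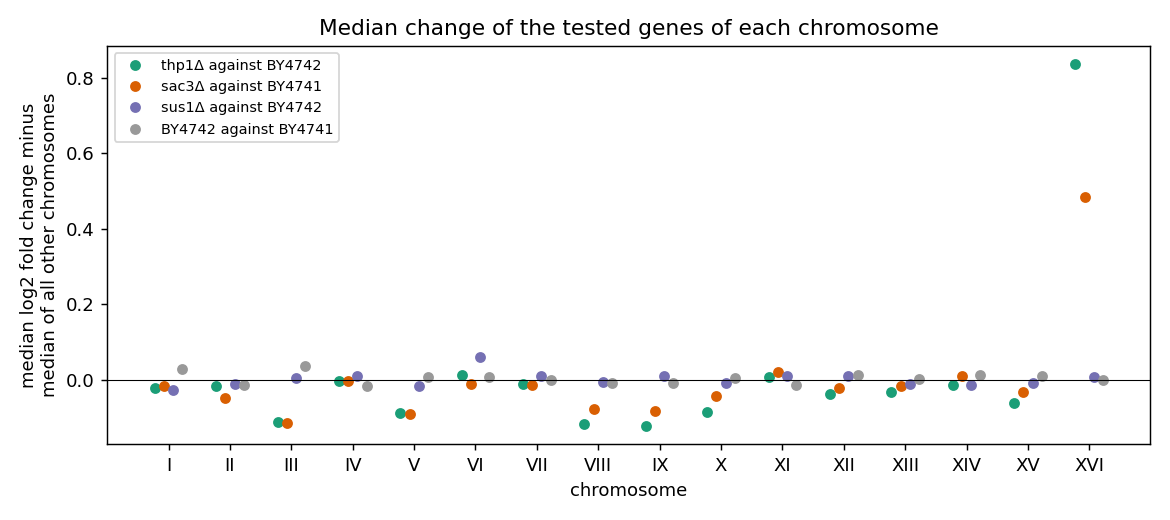
Median log2 fold change of the tested genes of each of the 16 chromosomes, minus the median of all other chromosomes, in the 3 mutants against their wild types and in BY4742 against BY4741. Chromosome XVI lies at 0.84 in thp1Δ and 0.48 in sac3Δ, and at 0.01 in sus1Δ.

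**Figure D3:**
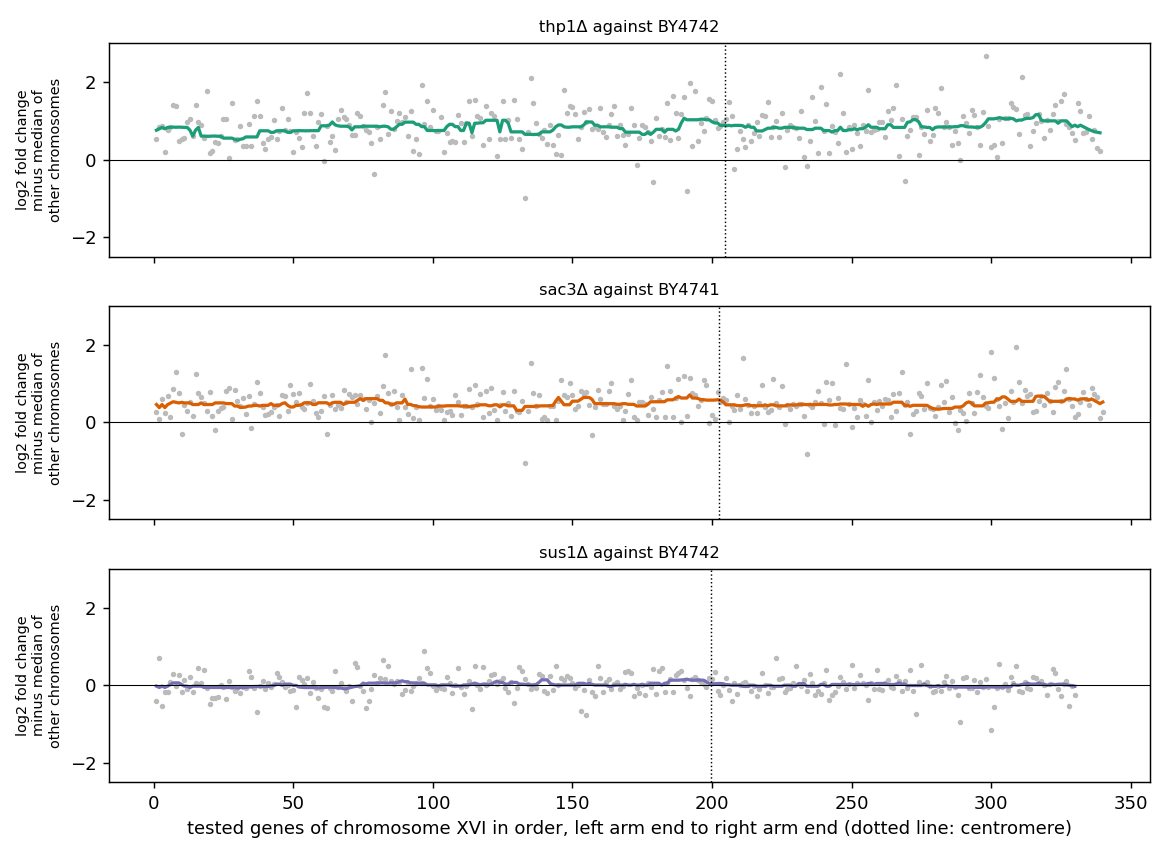
Log2 fold change of each tested gene of chromosome XVI in chromosomal order, in a panel per mutant, with grey points for genes, a line for the running median and a dotted line at the centromere. The running median stays above 0 along both arms in thp1Δ and sac3Δ and near 0 in sus1Δ.

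KAR3, which encodes a minus-end-directed kinesin, had the largest increase of the genes tested in thp1Δ (2.70 ± 0.16, adjusted p = 6.74e-08). ROX1 (2.22 ± 0.13), the glycogen phosphorylase gene GPH1 (2.16 ± 0.39, adjusted p = 0.000465), RLM1, a transcription factor of cell wall integrity (2.13 ± 0.08), SWI1 of the SWI/SNF complex (1.99 ± 0.14), the splicing gene SNT309 (1.96 ± 0.13), FRK1, a kinase (1.93 ± 0.17), and the exocyst gene SEC8 (1.90 ± 0.11) are, like KAR3, on chromosome XVI. Elsewhere in the genome, probe sets of the Ty3 elements YGR109W-B (2.26 ± 0.17) and YIL082W-A (1.90 ± 0.18), which can read other copies, rose most. The decreases were those of ZRT1 (−2.03 ± 0.22, adjusted p = 5.29e-06), PLB2 (−1.96 ± 0.08), ADE17 (−1.95 ± 0.19), a Ty1 element (YBL005W-A, −1.93 ± 0.23), the siderophore transporter ARN2 (−1.87 ± 0.23), the oligopeptide transporter OPT1 (−1.78 ± 0.10) and the histidine synthesis gene HIS4 (−1.76 ± 0.11). The purine salvage genes HPT1 (−1.64 ± 0.13) and AAH1 (−1.48 ± 0.12), the folate dehydrogenase gene MTD1 (−1.58 ± 0.27), the methionine permease gene MUP3 (−1.51 ± 0.29, adjusted p = 0.000526) and the cell wall mannoprotein gene TIR1 (−1.40 ± 0.09) followed. Of the 5 RT-qPCR genes named by the rule, CLN2, a G1 cyclin gene on chromosome XVI, rose (1.42 ± 0.14, adjusted p = 2.17e-06). RLF2, HMS2 and ARG1 were removed by the filter on low values and gave 2.31 ± 0.13, −1.99 ± 0.07 and −2.93 ± 0.27.

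Heat-shock genes rose in thp1Δ, 14 of 25 tested with none down, HSF1 itself (1.10 ± 0.08), HSP78 (1.34 ± 0.15) and HSP82 (1.47 ± 0.16, chromosome XVI) among them (mean relative to the median gene 0.58, camera adjusted p = 0.000138, adjusted p = 0.524 with an estimated correlation). Proteasome genes rose in parallel, 13 of 34, together with their activator RPN4 (1.27 ± 0.13) and with RPT2 (0.82) and RPN7 (1.11, chromosome XVI), for a mean of 0.49 (3.21e-10, adjusted p = 0.459). In the pheromone response 15 of 19 genes rose, among them KAR4 (1.64 ± 0.12), FUS1 (1.47 ± 0.21) and FAR1 (1.44 ± 0.16), with a mean of 0.95 (3.78e-05, adjusted p = 0.459). Of 24 genes of the M/G1 phase 7 rose and 1 fell, with TEC1 at 1.84 ± 0.14 and PRY3 at −1.12 (mean 0.35, adjusted p = 0.0359, adjusted p = 0.57), and this call was lost after quantile normalisation (adjusted p = 0.0507) and without BY4742 replicate 1 (adjusted p = 0.0569). Counts adjusted over the list alone equalled those over all genes for each list of thp1Δ.

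Genes of amino acid synthesis under Gcn4 fell in thp1Δ, 10 of 41 with 1 up, such as HIS4, MTD1 and LEU9 (−1.32 ± 0.07), while LYS1 rose by 0.84 (mean −0.41, camera adjusted p = 1.22e-05, adjusted p = 0.5 with an estimated correlation). Plasma membrane transporters went down in 11 of 33 cases and up in 2, with OPT1 and the peptide transporter PTR2 (−1.37) lower and PDR12 (1.34, chromosome XVI) higher (mean −0.30, adjusted p = 0.00228, adjusted p = 0.57). Iron genes fell in 6 of 23 cases and rose in 2, ARN1 (−1.20) and FET4 (−1.19 ± 0.10) among the lower ones (mean −0.43, adjusted p = 0.0278, adjusted p = 0.577), which quantile normalisation moved to an adjusted p of 0.0533. Phosphate genes, 4 of 10 down (VTC4 at −0.83, PHO8 at −0.80) and PHM8 up at 1.14, had a mean of −0.29 (adjusted p = 0.048, adjusted p = 0.524), lost without chromosome XVI (adjusted p = 0.0931), after quantile normalisation (adjusted p = 0.0533) and with the replicate number as a block (adjusted p = 0.0599). Ribosome biogenesis genes fell in 12 of 74 cases and rose in 6, of which 3 were on chromosome XVI (mean −0.25, adjusted p = 0.000943, adjusted p = 0.629), although their largest single changes were increases, such as RRP9 (1.16, chromosome XVI) and RRP14 (0.93). Ribosomal protein genes were lower by a small amount, with 2 of 128 called down (RPL22B at −0.67 and RPS28B at −0.61) and a mean of −0.17 (adjusted p = 0.000258, adjusted p = 0.57). The copper and zinc list, with ZRT1 and ZRT2 (−1.34 ± 0.14) lower, had 4 of 12 genes down and 1 up (mean −0.46, adjusted p = 0.0889, adjusted p = 0.57), and passed without chromosome XVI (adjusted p = 0.0338).

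The study named transcription, mRNA processing and chromosome segregation among the processes enriched in up-regulated genes of these samples. Counts of the segregation, splicing and RNA polymerase II transcription lists in thp1Δ and sac3Δ are therefore not independent evidence. The study also named the cell cycle and ion transport, so the same holds for the cell-cycle, transporter, iron, copper and zinc, and phosphate lists. In thp1Δ, 17 of 44 segregation genes rose and 1 fell, with KAR3, the kinesin CIN8 (1.44 ± 0.21) and the checkpoint gene MAD1 (1.25) at the top (mean 0.46, camera adjusted p = 0.00988, adjusted p = 0.57 with an estimated correlation). Of 59 splicing genes 17 rose, 5 of them on chromosome XVI, including PRP4 (1.52, chromosome XVI), RTT103 (1.28) and SLU7 (1.19), with a mean of 0.23 (adjusted p = 0.048, adjusted p = 0.629). This call was lost after quantile normalisation (adjusted p = 0.0507), with no filter (adjusted p = 0.256), without BY4742 replicate 1, 2 or 3 (adjusted p = 0.0899, 0.0859 and 0.0807) and without thp1Δ replicate 1, 2 or 3 (adjusted p = 0.0827, 0.0659 and 0.109). Of 72 transcription genes 16 rose, 8 of them on chromosome XVI, and 3 fell (mean 0.19, adjusted p = 0.0722, adjusted p = 0.57).

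Of the THSC/TREX-2 genes, CDC31 rose in thp1Δ (0.84 ± 0.09, adjusted p = 5.08e-06), the only call among the 4 tested (mean 0.46, camera adjusted p = 0.0899, adjusted p = 0.459 with an estimated correlation), and the list passed without chromosome XVI (adjusted p = 0.0252). In mRNA export 5 of 26 genes rose, among them MFT1 (1.24 ± 0.14), YRA1 (1.04) and NAB2 (0.84), with a mean of 0.16 (adjusted p = 0.518, adjusted p = 0.694). In SAGA, which shares Sus1, 4 of 19 rose and the deubiquitinase gene UBP8 fell by 0.74 (mean 0.13, adjusted p = 0.369, adjusted p = 0.692). Of 38 G1/S genes 10 rose, 4 of them on chromosome XVI, and 2 fell (mean 0.31, adjusted p = 0.0899, adjusted p = 0.692). That list passed with no filter (adjusted p = 0.00726), without BY4742 replicate 1, 2 or 3 (adjusted p = 0.0267, 0.011 and 0.0151) and without thp1Δ replicate 1 (adjusted p = 0.0496). Cell wall genes, 6 of 29 up and 1 down (mean 0.23, adjusted p = 0.0537, adjusted p = 0.57), passed with no filter (adjusted p = 0.00997), without chromosome XVI (adjusted p = 0.0489), without BY4742 replicate 1, 2 or 3 (adjusted p = 0.0241, 0.0468 and 0.0315) and without thp1Δ replicate 1 (adjusted p = 0.044). DNA damage genes, 4 of 15 up (mean 0.40, adjusted p = 0.0607, adjusted p = 0.459), passed with no filter (adjusted p = 0.0221), without chromosome XVI (adjusted p = 0.00507) and without BY4742 replicate 1, 2 or 3 (adjusted p = 0.0423, 0.047 and 0.0395). In all, 12 of 28 lists passed in thp1Δ, 6 in each direction, 11 of them also without chromosome XVI, and none passed with an estimated correlation. The lists not described here had camera adjusted p-values up to 0.942.

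Cells without Sac3 gave more transcript of G1/S and chromosome segregation genes and of ribosome biogenesis genes, and less of iron and amino acid synthesis genes, at the preset correlation and not with an estimated one. Chromosome XVI was raised as in thp1Δ, though by less. TDA6, a gene of unknown function, KAR3 and AIM44 rose most, and a Ty1 element, the phosphate transporter PHO84 and ARN2 fell most of the genes tested. In sac3Δ 381 genes were called up and 140 down, of 4308 tested, and setting the array medians equal, which again shifted the median gene by −0.12, gave 265 up and 247 down. The spread between arrays was larger here than in the other comparisons of a mutant (median SD of a gene 0.15 in BY4741 and 0.107 in sac3Δ, against 0.0492 in BY4742), and the model pools it over the 5 strains. With only the 6 arrays compared in the limma fit, 325 genes were called up and 109 down. The criteria of the methods, which take the spread from the 6 arrays alone, called 277 genes up and 91 down, of which 21 passed with adjusted p-values, against 864 in thp1Δ and 204 in sus1Δ.

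On chromosome XVI the median log2 fold change in sac3Δ was 0.51 (340 genes), 0.48 above the other chromosomes, with 95.3% of the genes above the median of those (camera adjusted p = 8.46e-45, adjusted p = 3.55e-05 with an estimated correlation). The 3 arrays gave shifts of 0.48, 0.50 and 0.48, 1.40-fold on average. The arms were shifted by 0.48 (left, 202 genes) and 0.50 (right, 138 genes), and windows of 20 genes by 0.37 to 0.67. The chromosome held 135 of the 381 genes called up (35.4%, against 7.89% of the tested genes, two-sided Fisher's exact test, p = 1.82e-61) and 2 of the 140 called down. Without it, 246 genes were called up and 138 down.

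TDA6 (1.98 ± 0.09, adjusted p = 5.07e-08), KAR3 (1.84 ± 0.18), AIM44, a gene of the bud neck (1.78 ± 0.16), RLF2, which encodes the large subunit of chromatin assembly factor CAF-1 (1.70 ± 0.13), RLM1 (1.57 ± 0.08) and ROX1 (1.55 ± 0.13), all on chromosome XVI, were among the 12 largest increases in sac3Δ. Genes of other chromosomes in this group were the kinetochore gene SLK19 (1.77 ± 0.44, adjusted p = 0.00676), the cell wall gene PIR3 (1.67 ± 0.13, adjusted p = 1.89e-06) and CHM7 (1.53 ± 0.22). Among the largest decreases were those of the Ty1 element YBL005W-A (−2.01 ± 0.23), PHO84 (−1.94 ± 0.46, adjusted p = 0.0041), ARN2 (−1.88 ± 0.23), the arginine synthesis gene ARG1 (−1.61 ± 0.27) and ZRT1 (−1.58 ± 0.22). They also took in the transcription factor gene HMS2 (−1.46 ± 0.07), the aminotransferase gene BAT2 (−1.46 ± 0.14), PLB2 (−1.31 ± 0.09) and PTR2 (−1.27 ± 0.23). The G1 cyclin gene CLN2, on chromosome XVI, rose by 1.29 ± 0.14, so that all 5 RT-qPCR genes changed in sac3Δ.

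G1/S genes rose as a group in sac3Δ, 20 of 49 tested with 5 of them on chromosome XVI and none down (mean relative to the median gene 0.50, camera adjusted p = 2.29e-06, adjusted p = 0.504 with an estimated correlation), among them RLF2, CLN2 and the polymerase subunit gene DPB2 (1.08, chromosome XVI). Of the M/G1 genes 9 of 25 rose, PIR3 and TEC1 (1.02) among them, and 2 fell (mean 0.34, adjusted p = 8e-04, adjusted p = 0.504). The G2/M list had 3 of 25 up, such as CDC5 (1.12) and DBF2 (0.97), and 1 down (mean 0.29, adjusted p = 0.0199, adjusted p = 0.629), which did not hold without BY4741 replicate 2 (adjusted p = 0.164). Ribosome biogenesis genes rose in 15 of 74 cases, 7 of them on chromosome XVI, among them RRP9 (1.26), NOP4 (1.12) and, on another chromosome, RRP14 (1.11), with a mean of 0.27 (adjusted p = 0.00823, adjusted p = 0.629). That call was lost without BY4741 replicate 2 (adjusted p = 0.0966) or 3 (adjusted p = 0.121). Of the lists that follow processes named by the study, segregation had 17 of 49 genes up, with CIN8 (1.11), MAD1 (1.07) and the cohesin gene SMC1 (1.05) (mean 0.40, adjusted p = 0.000109, adjusted p = 0.504). Splicing had 14 of 62 up (mean 0.22, adjusted p = 0.00104, adjusted p = 0.504), and transcription 11 of 72 up (mean 0.18, adjusted p = 0.00976, adjusted p = 0.504), with 4 genes of each on chromosome XVI. The transcription call was lost without BY4741 replicate 2 (adjusted p = 0.0848). Counts adjusted over the list alone equalled those over all genes for the lists of sac3Δ, except for transcription (12 up), general stress (1 up and 2 down, against 1 and 3) and sulfur genes (2 up and 1 down, against 2 and 0).

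Iron genes were the clearest decrease of a group in sac3Δ, with 9 of 23 down, ARN2 and ARN1 (−1.20) among them, and 1 up (mean −0.61, camera adjusted p = 2.4e-05, adjusted p = 0.504 with an estimated correlation). Gcn4-dependent genes fell in 5 of 41 cases, such as ARG1 and HIS4 (−0.88 ± 0.11), with a mean of −0.29 (adjusted p = 0.000109, adjusted p = 0.504). Sterol and fatty acid genes fell in 3 of 33 cases, ERG24 (−0.79 ± 0.07) and HMG2 (−0.77) among them (mean −0.21, adjusted p = 0.00277, adjusted p = 0.504). Transporters fell in 7 of 31 cases and rose in 3 (mean −0.26, adjusted p = 0.00266, adjusted p = 0.59). Proteasome genes were higher by a small amount, 2 of 34 called up, RPN4 (0.87) and RPN7 (0.71, chromosome XVI), with a mean of 0.22 (adjusted p = 8.3e-05, adjusted p = 0.504). Cell wall genes rose in 5 of 29 cases and fell in 1 (mean 0.18, adjusted p = 0.019, adjusted p = 0.629), which was lost after quantile normalisation (adjusted p = 0.0557) and without sac3Δ replicate 3 (adjusted p = 0.0866). Copper and zinc genes, 4 of 12 down with ZRT1 and IZH2 (−1.29) among them, missed the threshold (mean −0.38, adjusted p = 0.0596, adjusted p = 0.504). They passed after quantile normalisation (adjusted p = 0.0337), with no filter (adjusted p = 0.0164), without chromosome XVI (adjusted p = 0.038), without BY4741 replicate 2 (adjusted p = 0.0321) or 3 (adjusted p = 0.00195) and without sac3Δ replicate 2 (adjusted p = 0.034). CDC31 rose in sac3Δ as well (0.61 ± 0.09), the only call of 4 THSC/TREX-2 genes (mean 0.13, adjusted p = 0.451, adjusted p = 0.629). In all, 13 of 29 lists passed, 9 higher and 4 lower, all 13 also without chromosome XVI and none with an estimated correlation. The lists not described here had camera adjusted p-values up to 0.584.

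Deletion of SUS1 left chromosome XVI at the level of the others and changed fewer genes. DNA damage genes, above all HUG1 and the ribonucleotide reductase gene RNR3, and cell wall genes rose at the preset correlation but not with an estimated one, and respiration genes changed in both directions. Sus1 is also a subunit of SAGA, but of the SAGA genes only TRA1 changed (0.76 ± 0.09). In sus1Δ 149 genes were called up and 60 down, of 4304 tested (98 up and 91 down with the array medians set equal), and 5 and 7 of these were on chromosome XVI, whose shift was 0.01 (330 genes, camera adjusted p = 0.99).

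HUG1, an inhibitor of ribonucleotide reductase induced by DNA damage, rose most in sus1Δ (3.03 ± 0.23, adjusted p = 2.56e-06), and RNR3 was close behind (2.44 ± 0.11, adjusted p = 4.05e-08). The cell wall mannoprotein genes TIR4 (2.39 ± 0.21) and TIR3 (1.79 ± 0.14), the hypoxic translation factor gene ANB1 (1.71 ± 0.10) and the glucan synthase gene GSC2 (1.70 ± 0.12) rose, as did the lipid transporter gene RSB1 (1.87 ± 0.22), the ABC transporter gene PDR15 (1.74 ± 0.14) and the Ty3 elements YGR109W-B (1.61 ± 0.17) and YIL082W-A (1.58 ± 0.16). Apart from YSA1, the neighbour of SUS1, the decreases were led by the acid phosphatase gene PHO5 (2.83-fold, adjusted p = 3.42e-06), HPF1 (−1.36 ± 0.11), MUP3 (−1.13 ± 0.29) and TDA6 (−1.11 ± 0.09). INH1, an inhibitor of the mitochondrial ATPase (−0.99 ± 0.17), LEU9 (−0.98 ± 0.07), cytochrome c gene CYC1 (−0.98 ± 0.18) and the cytochrome oxidase gene COX4 (−0.92 ± 0.11) fell by less. The 5 RT-qPCR genes gave values between −0.15 (CLN2) and 0.12 (ARG1) in sus1Δ.

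The DNA damage response rose in sus1Δ, 5 of 16 genes, HUG1, RNR3, UBI4 (0.95 ± 0.12) and RNR2 (0.65 ± 0.08) among them (mean relative to the median gene 0.64, camera adjusted p = 3.55e-08, adjusted p = 0.0539 with an estimated correlation). Respiration genes split, with 8 of 49 down, CYC1 and COX4 included, and 5 up, namely enzymes of the tricarboxylic acid and glyoxylate cycles such as IDH1 (1.46 ± 0.14), ACO1 (1.15), IDH2 (1.14) and CIT2 (1.11), for a mean of −0.18 (adjusted p = 1.5e-05, adjusted p = 0.565). Cell wall genes rose in 3 of 29 cases (GSC2, TIR1 at 1.41 and PST1 at 0.64) with a mean of 0.26 (adjusted p = 0.000137, adjusted p = 0.565). None of 128 ribosomal protein genes was called by limma, with 2 higher and 23 lower at an unadjusted p under 0.05, and their mean was −0.10 (adjusted p = 0.000512, adjusted p = 0.662). Counts adjusted over the list alone equalled these for all lists of sus1Δ except general stress (2 up, against 3 over all genes).

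Further lists passed in sus1Δ by less, each with exceptions. Pheromone response genes rose in 5 of 19 cases, KAR4 (0.76) and FIG2 (0.86) among them (mean 0.33, camera adjusted p = 0.0351, adjusted p = 0.565 with an estimated correlation, adjusted p = 0.052 without BY4742 replicate 2). Iron genes rose in 4 of 24 cases, ARN1 (1.13 ± 0.23) and ISU1 (0.91, chromosome XVI) among them (mean 0.35, adjusted p = 0.0302, adjusted p = 0.662), and missed the threshold with no filter (adjusted p = 0.0526), without chromosome XVI (adjusted p = 0.0544) and without BY4742 replicate 2 (adjusted p = 0.0533). Glycolytic genes rose in 2 of 24 cases (mean 0.14, adjusted p = 0.0291, adjusted p = 0.565), which was lost after quantile normalisation (adjusted p = 0.0825) and without BY4742 replicate 2 (adjusted p = 0.0533). Sterol genes fell in 3 of 33 cases, HMG1 (−0.79) among them (mean −0.11, adjusted p = 0.0302, adjusted p = 0.662), lost after quantile normalisation (adjusted p = 0.0965) and with no filter (adjusted p = 0.0526). The G2/M list fell in 2 of 20 cases, BUD8 (−0.83) and CLB2 (−0.71, chromosome XVI), for a mean of −0.20 (adjusted p = 0.0351, adjusted p = 0.706), lost after quantile normalisation (adjusted p = 0.0637) and without chromosome XVI (adjusted p = 0.0582). Phosphate genes had 1 of 15 down, PHO5 (mean −0.18, adjusted p = 0.0351, adjusted p = 0.662), lost after quantile normalisation (adjusted p = 0.055), with no filter (adjusted p = 0.0526), without BY4742 replicate 3 (adjusted p = 0.0563) and without sus1Δ replicate 1 (adjusted p = 0.287). Copper and zinc genes had 1 of 12 down, ZRT2 at −0.79 (mean −0.23, adjusted p = 0.0351, adjusted p = 0.565), lost with no filter (adjusted p = 0.127), without BY4742 replicate 1, 2 or 3 (adjusted p = 0.109, 0.0767 and 0.0811) and without sus1Δ replicate 3 (adjusted p = 0.0574). The SAGA list, with TRA1 up among 19 genes, had a mean of −0.01, a mean log2 fold change of 0.02 and an upward direction in the test (adjusted p = 0.992, adjusted p = 0.955). In all, 11 of 28 lists passed in sus1Δ, 5 higher and 6 lower, 9 of them also without chromosome XVI, and none passed with an estimated correlation. The lists not described here had camera adjusted p-values between 0.0515 and 0.959.

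The wild types differed in the genes of mating type and of the phosphate response. SAG1 (3.83 ± 0.10, adjusted p = 8.06e-11) and AFB1, the barrier to a-factor (3.26 ± 0.12), were higher in BY4742 than in BY4741, and the a-factor gene MFA1 was lower (−3.01 ± 0.15). PHO84 (2.25 ± 0.46, adjusted p = 0.0178) and PHO5 (1.54 ± 0.12, adjusted p = 8.31e-06) were also higher in BY4742, 2 of the 4 phosphate genes called up among 12, with the same count adjusted over the list alone (mean 0.63, camera adjusted p = 5.4e-10, adjusted p = 0.259 with an estimated correlation). In BY4742 against BY4741 39 genes were called up and 8 down, of 4291 tested. Among the lower ones were LYS9 (−0.77 ± 0.09), a gene of lysine synthesis, and CWP1 (−0.88 ± 0.19), a cell wall mannoprotein gene. The pheromone list (3 of 18 up over all genes, 4 adjusted over the list alone, mean 0.30, adjusted p = 0.00255, adjusted p = 0.792) and ribosome biogenesis (mean 0.14, adjusted p = 0.00225, adjusted p = 0.993) passed as well, the latter with none of its 74 genes called by limma and 11 higher at an unadjusted p under 0.05. The 25 other lists had camera adjusted p-values of 0.341 or more. The count of 47 changed genes was 81 without BY4741 replicate 1, 90 without BY4741 replicate 2, 29 without BY4742 replicate 1 and 31 without BY4742 replicate 3. It was 24 with only the 6 wild-type arrays in the limma fit. The criteria of the methods called 32 genes up and 6 down, of which 0 passed with adjusted p-values.

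Cells without Thp1 and cells without Sac3, subunits that bind each other in the complex, shared many of their changed genes, in the same direction. KAR3, RLM1, ROX1, FRK1 and CLN2, all on chromosome XVI, and CDC31 rose in both mutants. ZRT1, PLB2, ARN2, HIS4, PTR2 and the Ty1 element YBL005W-A fell in both. Across 4183 genes the profiles correlated with r = 0.74 and rho = 0.70. Without chromosome XVI (3849 genes) r was 0.69, and among its 334 genes 0.76. Leaving out its genes does not remove effects that their rise may have on genes of other chromosomes, which were not tested. Genes called up in both numbered 267, against 53.2 for independent lists (one-sided Fisher's exact test, p = 6.64e-165), which is 75.4% of the 354 up in sac3Δ among the genes tested in both, and 123 of the 267 (46.1%) were on chromosome XVI. Outside that chromosome 144 were up in both (22.4 for independent lists, Fisher's exact test, p = 2.13e-97). Genes called down in both numbered 74, against 8.08 (Fisher's exact test, p = 2.36e-58), 56.5% of the 131 down in sac3Δ among the genes tested in both, and 1 of them was on chromosome XVI. These counts depended on the scaling. Setting the array medians equal gave 174 genes up and 147 down in both, and quantile normalisation 132 down in both.

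The mutants also differed. PDR15 rose in thp1Δ (0.76 ± 0.14) and fell in sac3Δ (−0.96 ± 0.14), a difference of 1.72 (adjusted p = 0.00043), and the uncharacterised gene YDL241W did the reverse (−0.73 ± 0.09 and 0.72 ± 0.09, difference −1.44, adjusted p = 0.000144). The difference between the responses passed the adjusted p and the fold minimum for 268 of 4183 genes, 135 higher and 133 lower in thp1Δ. Without any 1 array the count of 268 ranged from 224 to 484. Of the 135, 57 (42.2%) were on chromosome XVI, which left 78 higher and 131 lower outside it. The purine salvage gene HPT1 fell in thp1Δ by 1.59 more than in sac3Δ (adjusted p = 0.000481), and the Ty3 element YGR109W-B rose by 1.84 more. Genes of the pheromone response (difference of the relative means 0.68, camera adjusted p = 4.9e-07), general stress (0.39, adjusted p = 0.00907), heat shock (0.33, adjusted p = 9.16e-05) and the proteasome (0.24, adjusted p = 3.19e-07) were higher in thp1Δ. Ribosome biogenesis (−0.55, adjusted p = 6.64e-20), phosphate (−0.31, adjusted p = 0.0206), Gcn4-dependent (−0.18, adjusted p = 0.00907) and ribosomal protein genes (−0.15, adjusted p = 9.42e-05) were lower. With an estimated correlation these 8 lists had adjusted p-values between 0.598 and 0.948. On the sac3Δ side the mean of general stress was −0.42 without BY4741 replicate 1 and 0.09 without BY4741 replicate 2, and the difference itself was not recomputed without single arrays. Without chromosome XVI the difference for phosphate genes missed the threshold (adjusted p = 0.0775). The levels of the wild types enter these differences too. Phosphate (0.63), pheromone (0.30) and ribosome biogenesis genes (0.14) had higher means in BY4742 than in BY4741. Chromosome XVI itself was shifted by 0.35 more in thp1Δ than in sac3Δ over 334 genes, more than the shifts of single arrays differed within a mutant.

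**Figure D4:**
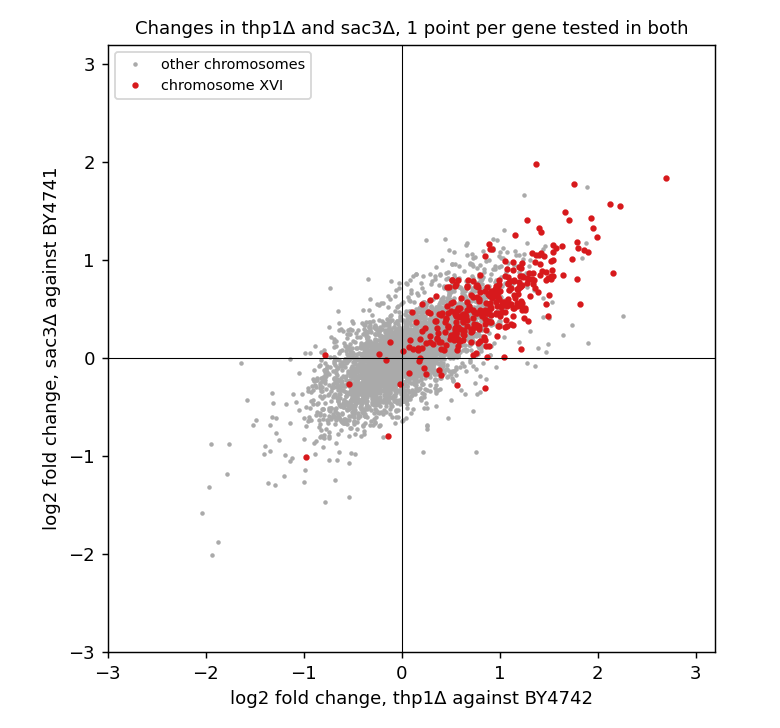
Log2 fold change in thp1Δ against BY4742 (x axis) and in sac3Δ against BY4741 (y axis) of the 4183 genes tested in both, 1 point per gene, with the 334 genes of chromosome XVI in red. The profiles correlate with r = 0.74, and the genes of chromosome XVI lie to the upper right of the others.

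The sus1Δ profile had less in common with those of the 2 other mutants. Some of its increases were decreases in the others. TIR1 rose by 1.41 in sus1Δ, fell by 1.40 in thp1Δ and fell by 0.97 in sac3Δ, and ARN1 rose by 1.13 in sus1Δ and fell by 1.20 in both other mutants. Ty3 elements were an exception, higher in thp1Δ and sus1Δ. Across 4194 genes sus1Δ and thp1Δ correlated with r = 0.38 and rho = 0.44. Simulated unchanged groups with a shared control gave r = 0.497. The shared control sets that value by design, so the observed r cannot be judged against it. The simulated covariance was 0.00554, against 0.0550 observed. The simulations gave 0 shared calls, against 70 observed. No gene was changed in the simulated groups, which sets that count in advance, so the 70 cannot be judged against it. Genes called up in both sus1Δ and thp1Δ numbered 53 (20.99 for independent lists, Fisher's exact test, p = 1.27e-11) and those down in both 17 (3.67, Fisher's exact test, p = 4.88e-08), and 17 genes were called in opposite directions. These tests do not allow for the shared arrays. Between sus1Δ and sac3Δ, which share no arrays, r was 0.14 and rho 0.21 across 4183 genes, with 13 genes up in both (11.1 for independent lists, Fisher's exact test, p = 0.314), 6 down in both (1.95, Fisher's exact test, p = 0.0124) and 20 in opposite directions. Without any 1 array the r between sus1Δ and sac3Δ was 0.0754 to 0.17. The difference between responses passed the adjusted p and the fold minimum for 721 genes between sus1Δ and thp1Δ. Between sus1Δ and sac3Δ it did so for 572 genes. Of these, 480 and 448 were outside chromosome XVI.

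Genes that rose in both thp1Δ and sac3Δ, such as KAR3, were longer and less expressed in wild type than other genes. Their median coding length was 1563 bases against 1246.5 (two-sided permutation test, adjusted p = 9.6e-05) and their median log2 expression 10.17 against 10.91 (permutation p = 1e-05, which is the smallest they can give, adjusted p = 5.3e-05). Without chromosome XVI the lengths were 1605 and 1251 (adjusted p = 0.0011). With no filter the expression difference was −0.59, and with expression taken from the sus1Δ arrays, chosen after the data were seen, −0.60. The 3′ to 5′ ratios of the control genes were also higher in these mutants than in their wild types, for EAF5 2.62 in thp1Δ and 2.36 in sac3Δ against 1.75 in BY4742 and 1.93 in BY4741. Genes that fell in both, such as PLB2, had a median length of 1659 against 1269 (adjusted p = 0.0054) and a median expression of 11.34 against 10.86 (adjusted p = 0.0079). The filter drops genes whose mutant values fall below 600, so a gene called down starts from a higher level by construction, and the second difference says nothing about expression. The length difference of the genes down in both was lost without sac3Δ replicate 3 (p = 0.342 by permutation), and their expression difference without BY4741 replicate 1 or 2, sac3Δ replicate 3 or thp1Δ replicate 3 (p = 0.0893, 0.0724, 0.0538 and 0.0566 by permutation), with the criteria of the methods (0.30, permutation p = 0.136) and with expression from the sus1Δ arrays (0.17, permutation p = 0.284). With no filter on low values both had the opposite sign (−22 bases, permutation p = 0.825, and −0.11, permutation p = 0.538). In sus1Δ the genes that rose were shorter than others (1044 against 1278, adjusted p = 0.014). The genes down in sus1Δ did not differ in length (1215 against 1269, adjusted p = 0.75), nor did those down in thp1Δ (1266 against 1275, adjusted p = 0.94). Those down in sac3Δ were longer (1525.5 against 1272, two-sided permutation test, adjusted p = 0.008).

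**Figure D5:**
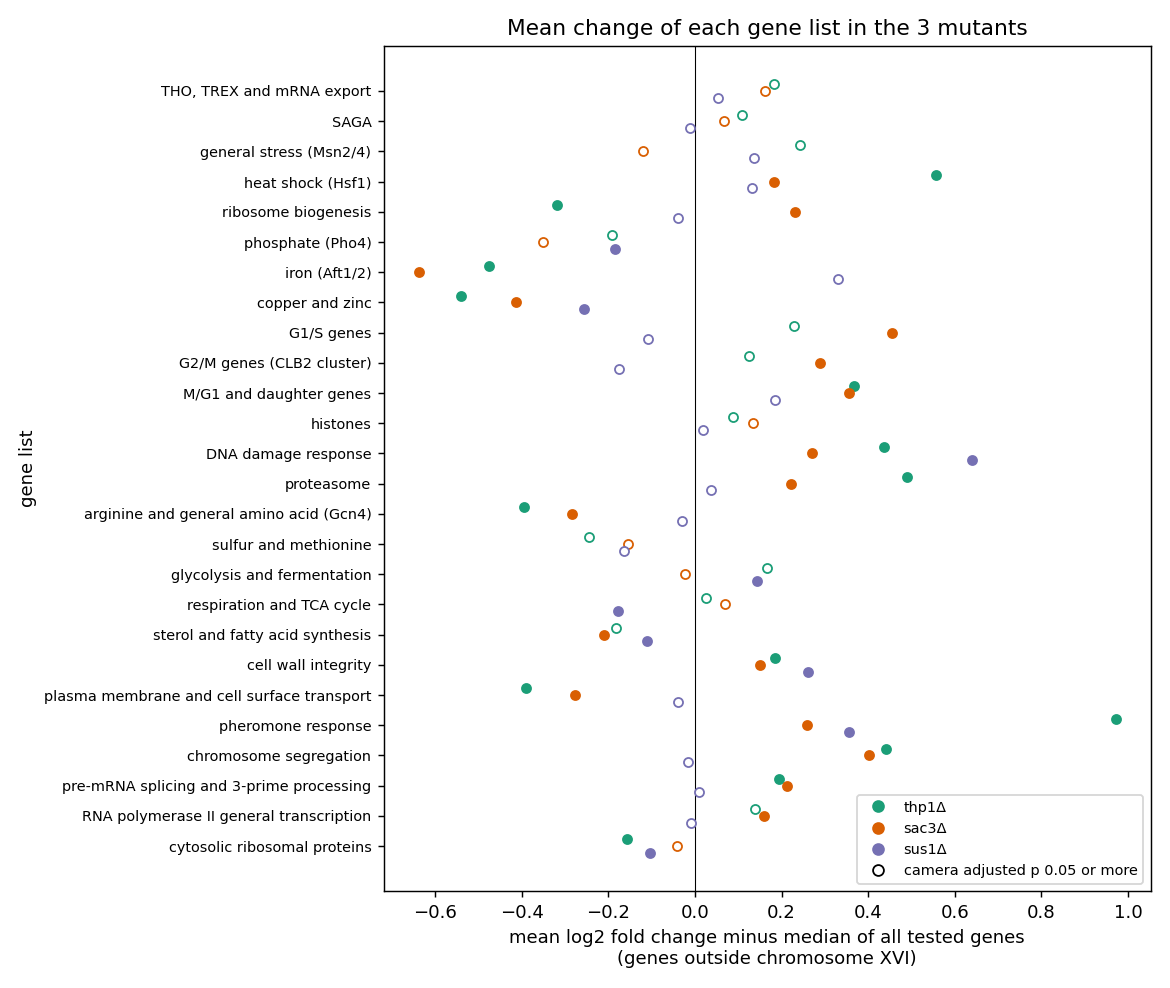
Mean log2 fold change of 26 gene lists, relative to the median of all tested genes, computed on the genes outside chromosome XVI, in the 3 mutants against their wild types. Filled symbols mark lists with a camera adjusted p under 0.05 at the preset correlation.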

Values the study reported

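The study counted 992 de-regulated genes in thp1Δ. It gave a correlation of R = 0.7580 between the profiles of thp1Δ and sac3Δ, in which 83% of the genes up and 70% of the genes down in sac3Δ coincided with thp1Δ, that is 237 genes up and 73 down. For sus1Δ it gave a range of R of –0.1974 to 0.2942 with thp1Δ, sac3Δ, hpr1Δ, tho2Δ and sub2Δ. The mutants hpr1Δ, tho2Δ and sub2Δ are not among the samples used here. The range is therefore not one for thp1Δ and sac3Δ alone. It does include them, and the r found here between sus1Δ and thp1Δ lies above its upper end. The genes behind the study's R may differ from those tested here, which was not examined.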

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

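The tests of chromosome XVI were chosen after its shift had been seen, and the counts over other splits of the arrays were planned.

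The same deletion-against-wild-type contrast gave different responses in thp1Δ and sac3Δ, tested by the difference itself in limma. The purine salvage gene HPT1, the purine synthesis gene ADE17 and HIS4 fell further in thp1Δ, and the kinesin gene KAR3, ROX1 and the Ty3 elements rose further there. KAR3 and ROX1 are on chromosome XVI, which was shifted by 0.35 more in thp1Δ. Of the 4183 genes tested in both, the difference passed the adjusted p and the fold minimum for 268. Among the 39 genes named at the top or bottom of either mutant, 32 were tested in both and 16 of these differed. They were picked as extremes in the same data, which favours a difference, so this share is not evidence beyond the count over all genes. PDR15, an ABC transporter gene, was called in opposite directions (difference 1.72), as was YDL241W (−1.44). The lists of the pheromone response (0.68), general stress (0.39), heat shock (0.33) and the proteasome (0.24) were higher in thp1Δ by comparison, and those of ribosome biogenesis (−0.55), phosphate (−0.31), Gcn4-dependent (−0.18) and ribosomal protein genes (−0.15) lower, none of them with an estimated correlation. The count of 268 was 484 without BY4741 replicate 1 and 408 without sac3Δ replicate 3. Each mutant was set against another wild type, so a difference between BY4741 and BY4742, in level or in how they respond, is part of these values. In BY4742 the means of phosphate (0.63), pheromone (0.30) and ribosome biogenesis genes (0.14) were higher than in BY4741. The lower phosphate and ribosome biogenesis values can therefore come in part from the wild types.

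Probe sets outside the gene tests also differed from wild type. The control probe sets of SRB4 gave a 3′ to 5′ ratio of 12.5 ± 5.95 in thp1Δ (arrays 8.84, 9.21 and 19.3) and 10.4 ± 1.77 in sac3Δ, against 4.40 ± 0.197 in BY4742 and 6.51 ± 0.468 in BY4741 (SD, n = 3). The ratio of WBP1 was also higher in these mutants, 2.56 and 2.39 against 1.62 and 1.87. For ACT1 it was 1.40 in both, against 1.20 and 1.29. Of the probe sets with no assigned gene, 32 of 145 tested changed in thp1Δ (20 up, 12 down), 21 of 149 in sac3Δ and 12 of 148 in sus1Δ. These shares were 22.1%, 14.1% and 8.11%, against 21.1%, 12.1% and 4.86% of the named genes. In thp1Δ and sac3Δ they thus changed about as often as named genes.

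With 3 arrays against 3 there are 10 splits of the arrays of a comparison, too few for a share under 0.05. The real split gave the highest number of changed genes in each comparison, so that 1 of the 10 splits reached it. The real and the highest other counts were 892 and 0 in thp1Δ, 521 and 49 in sac3Δ, 209 and 0 in sus1Δ, and 47 and 0 for BY4742 against BY4741.

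Nearly all genes of chromosome XVI were higher in thp1Δ and sac3Δ, in all 3 arrays of each, and by 0.35 more in thp1Δ. The lowest difference between chromosome XVI and the others was 0.45 over 4 scalings and both mutants. A factor per array cancels in this difference, so equal array medians could not change it and are no test. Quantile normalisation and the offset could, and it stayed at 0.45 or more under them, which argues against the scaling of the arrays. Regulation of some genes of chromosome XVI is argued against as the whole cause, since each of 34 windows of 20 neighbouring genes was shifted, the lowest by 0.37. An extra copy of the chromosome in some or all cells of the mutant strains may explain the pattern, since the arms differed by at most 0.0255 and no arm was shifted by more than 0.86, which is below a doubling. No DNA was measured, so this stays a hypothesis, as does an effect of the lost subunits on the whole chromosome, which was not tested.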

How the results depend on the processing

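The alternatives without chromosome XVI, with complete genes, with the criteria of the methods on all probe sets and with expression from the sus1Δ arrays were chosen after the data had been seen, and the others before. Except where a reason is given, the cause of a change was not tested.

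The shift of chromosome XVI in thp1Δ and sac3Δ kept its direction and its side of the threshold under each alternative it was run in, with 0.83 to 0.86 in thp1Δ and 0.48 to 0.51 in sac3Δ without any 1 array. The counts of changed genes were 940 to 1025 in thp1Δ, 470 to 667 in sac3Δ and 192 to 250 in sus1Δ without any 1 array. With the replicate number as a block, 891 of 892, 518 of 521, 207 of 209 and 41 of 47 genes kept their call in thp1Δ, sac3Δ, sus1Δ and the wild types, and all 16 results for the comparisons kept their direction and side of the threshold, with counts within 1.5 times. The replicate numbers were not taken to pair arrays of different strains, since correlations between the deviations of arrays with the same number were −0.218 to −0.086 in thp1Δ, 0.072 to 0.357 in sac3Δ and 0.0947 to 0.362 in sus1Δ. As a hint from the data alone, 5 of 6 arrays of the sac3Δ comparison correlated best with their own number, 3 of 6 for sus1Δ and 0 of 6 for thp1Δ and for the wild types. Quantile normalisation kept 732, 421 and 176 of the calls in the 3 mutants, and equal medians kept 729, 405 and 158. The criteria of the methods called 626 genes up and 259 down in thp1Δ, 277 and 91 in sac3Δ, 152 and 61 in sus1Δ and 32 and 6 between the wild types, of which 864, 21, 204 and 0 passed with adjusted p-values. On all probe sets they called 922, 383, 223 and 42.

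With the adjusted p alone and no minimum, which passes more genes by construction, 2613, 1924, 1264 and 174 genes passed in thp1Δ, sac3Δ, sus1Δ and the wild types. With no filter, which tests more genes, sus1Δ had 326 and the wild types 88, 143 genes were down in both thp1Δ and sac3Δ, 419 differed between them and r was 0.70. With the median of meiotic genes in place of 600, sus1Δ had 321 and the wild types 78. Only the 6 wild-type arrays in the fit gave 24 for the wild types. Equal array medians, which lower all fold changes of both mutants, gave 174 genes up and 147 down in both, and quantile normalisation 132 down in both. Among genes above the median mean, fewer were tested and 153 were up in both. Without chromosome XVI fewer were tested and 144 were up in both, with r = 0.69 between thp1Δ and sac3Δ and 0.43 between thp1Δ and sus1Δ.

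Genes down in both thp1Δ and sac3Δ lost their differences in length and expression under several alternatives. Their length difference was −22 with no filter (permutation p = 0.825), against 390 bases, and their expression difference −0.11 (permutation p = 0.538), against 0.48, which the filter builds in. The expression difference was 0.30 with the criteria of the methods (permutation p = 0.136) and 0.17 with expression from the sus1Δ arrays (permutation p = 0.284). Without 1 array, the length difference ranged from 121.5 (without sac3Δ replicate 3, permutation p = 0.342) to 414, and the expression difference from 0.30 to 0.59, missing the threshold without BY4741 replicate 1 or 2, sac3Δ replicate 3 or thp1Δ replicate 3. The genes up in both kept theirs, 219 to 357 bases and −0.84 to −0.70.

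Single arrays moved other values. The wild types had 29 to 90 changed genes. The number differing between thp1Δ and sac3Δ was 224 to 484. The correlation of thp1Δ with sac3Δ was 0.66 to 0.77, of thp1Δ with sus1Δ 0.32 to 0.42 and of sac3Δ with sus1Δ 0.0754 to 0.17. These were lowest without BY4741 replicate 1, thp1Δ replicate 1 and sac3Δ replicate 3. The number differing was 484 without BY4741 replicate 1 and 408 without sac3Δ replicate 3.

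Of 85 list results, 36 were called at the preset correlation and none of those held with an estimated one. Quantile normalisation ended 9 list calls and added 1, no filter ended 5 and added 5, leaving out chromosome XVI ended 3 and added 8, and the replicate block ended 1 (phosphate in thp1Δ, adjusted p = 0.0599) and added 3 (cell wall in thp1Δ, copper and zinc in sac3Δ and M/G1 in sus1Δ, adjusted p = 0.0407, 0.0438 and 0.0448). Leaving out 1 array ended 21 and added 28 of 510. In sac3Δ the general stress list (−0.10, adjusted p = 0.356) gave −0.42 without BY4741 replicate 1 (adjusted p = 0.000549) and 0.09 without BY4741 replicate 2 (adjusted p = 0.915). For arrays, signal over background limits low transcripts. With no filter 354 more genes were called in thp1Δ, 189 in sac3Δ and 117 in sus1Δ.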

Other observations

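The tests on the mating genes and the targets of Tup1-Cyc8 were chosen after their values had been seen, and so were the lists of Tup1-Cyc8 targets, hypoxic genes and DNA damage genes outside the ribonucleotide reductase group.

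Some of the largest changes fell on genes that the filter on low values removed. The phosphate transporter PHO84 fell by 6.32 ± 0.46 in thp1Δ (adjusted p with no filter 1.55e-07), from a mean of 7761 units in BY4742 to 96.9, and read 1656 in BY4741 and 534 in sac3Δ. PHO5 fell by 2.53 ± 0.12 (adjusted p with no filter 5.3e-09). The hypoxic gene ANB1 gave −2.17 in thp1Δ and −1.74 in sac3Δ, against 1.71 in sus1Δ. These genes were singled out after their values were seen.

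The hypoxic genes listed were not tested against other genes. Their median log2 fold change was −0.70 in thp1Δ (14 of 19 lower) and −0.50 in sac3Δ (14 of 19 lower), and 0.65 in sus1Δ (13 of 18 higher). ROX1, the repressor of hypoxic genes, is on chromosome XVI and rose in thp1Δ and sac3Δ (2.22 ± 0.13 and 1.55 ± 0.13). DNA damage genes outside the ribonucleotide reductase group had medians of 0.55 in thp1Δ, 0.36 in sac3Δ and 0.32 in sus1Δ.

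The a-specific genes, which α cells repress, were higher in thp1Δ than in BY4742, with changes from 0.94 (STE6) to 3.52 ± 0.18 (AGA2, adjusted p with no filter 2.2e-08) and a median of 2.49, and rose by 5.52% (STE6) to 78.5% (ASG7) of the gap between BY4742 and BY4741. All 7 were also higher in sus1Δ, by less, from 0.46 (ASG7) to 1.14 (AGA2). Cells of mating type a in the thp1Δ cultures are argued against, since HMRA1 read 7.53 units where the lowest of these shares needs 93.4. A general loss of Tup1-Cyc8 repression as large as the change of the a-specific genes is argued against. The 16 targets of this corepressor had a mean of −0.31 in thp1Δ (SD 0.81, 8 higher and 8 lower). Some of these are hypoxic genes, whose repressor ROX1 rose in thp1Δ, so their fall cannot report on the corepressor. The targets off the hypoxic list ran from −0.34 (FLO1) to 0.46 (RNR4), which leaves a smaller loss open. A weaker repression of the a-specific genes alone may explain the pattern, which was not tested.

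Targets of the corepressor Tup1-Cyc8 were higher in sus1Δ, 14 of 15 with a mean of 0.91 and a median of 0.60, and among them HUG1, RNR3, ANB1 and TIR1. Of the 16 listed, 4 are DNA damage genes and 7 are also on the hypoxic list. The lowest mean of the targets relative to all genes was 0.81 over 4 scalings. A factor per array cancels in this value too, so only quantile normalisation and the offset could test the scaling of the arrays, and they argue against it. DNA damage signalling alone is argued against for the 11 targets with a value other than HUG1 and the RNR genes. Their mean was 0.62 with a standard error of 0.16 over genes, on a list chosen after the values were seen. Damage signalling stays open for HUG1 and the RNR genes. The DNA damage genes outside that group had a mean of 0.32 with a standard error of 0.06 in sus1Δ. Their means were 0.56 in thp1Δ and 0.31 in sac3Δ, where HUG1 gave 0.06 and −1.08 and RNR3 0.23 and −0.47. The rise of that list did not track HUG1 and RNR3, so it cannot decide the question. A lower level of CYC8, the neighbour of SUS1, could contribute, since it stood at −0.19 with a standard error of 0.07 in sus1Δ, and stays open, as does a role of Sus1 itself at these genes, which was not tested.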
